A study of Mus musculus with 10 samples. Its data were reported in "SHP-2 and PD-1-SHP-2 signaling regulate myeloid cell differentiation and antitumor responses" (2022).

How the data were processed

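RNA sequencing was performed on myeloid cells of mice bearing MC17-51 fibrosarcomas, collected at day 15 after implantation. The 10 samples fell into 4 groups made of 2 cell types and 2 genotypes. Myeloid-derived suppressor cells (MDSC) came from the spleen, and tumor-associated macrophages (TAM) came from the tumor. The study describes the MDSC as the polymorphonuclear subset, isolated with magnetic beads. It describes the TAM as isolated by cell sorting, and tumors as digested with collagenase. Comparisons between MDSC and TAM therefore also compare tissues and isolation methods. Shp2f/f mice carry a floxed Ptpn11 gene, which encodes the phosphatase SHP-2. Shp2f/fLysMcre mice also carry Cre recombinase at the Lyz2 (lysozyme M) locus, which deletes the floxed segment in myeloid cells. Groups and replicate numbers were taken from the sample titles.

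The authors made stranded libraries from poly(A)-selected RNA and sequenced them as short paired-end reads on an Illumina NextSeq. The authors trimmed adapters with Cutadapt, aligned the reads with STAR to the mouse genome GRCm38 and assigned them to Ensembl genes with featureCounts. They deposited raw counts, which are whole numbers of reads per gene and are not normalized. The deposited table held 55421 genes, of which 24391 had no counts in any sample. The setting for strand and the handling of reads with several matches were not stated, so counts of overlapping genes, of paralogs and of immunoglobulin segments are uncertain. The authors also deposited a normalized signal per gene, the raw counts divided by one DESeq2 size factor per sample, with MDSC and TAM handled separately. The largest relative deviation of the ratio of raw to normalized values from one constant per sample was 5.11e-15. The deposited normalized table had values for 17746 genes in MDSC and 16749 in TAM. The rule behind these gene sets was not stated. Krt17 was left out in TAM with 1142 counts, of which 1137 were in 1 library. The normalized values were used for these checks, and every test started from the raw counts.

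Gene symbols and coordinates came from a GENCODE annotation of GRCm38, which matched 99.67% of the gene identifiers. Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled by the trimmed mean of M-values (TMM), and the quasi-likelihood F test was applied to genotype within each cell type. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The difference between the genotype effects of TAM and MDSC was tested as an interaction over all 10 samples, treated as independent. The study took both cell types from the same mice, and the labels do not say which samples shared a mouse. Between the cell types, same-numbered samples of one genotype had correlations of their deviations from the group means of -0.15 to 0.026 (mean -0.02), so the numbers did not show such sharing, and no mouse term was fitted. Expression is given as CPM, the count scaled to the library size, after TMM scaling unless a CPM of the total count is named. Sums over gene lists, and values given with a Wilson interval, are CPM of the total count throughout. Gene sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01) over 19 marker lists with at least 3 tested genes and over the mouse Reactome sets of fgsea 1.28.0 with 15 to 500 tested genes. Of the Entrez identifiers in those sets, 96.6% matched a gene. The overlap of calls was tested with a two-sided Fisher's exact test.

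The named genes followed a rule. They were Ptpn11, Lyz2 and its paralog Lyz1, and in each cell type the 5 largest rises and the 5 largest falls among called genes with a mean of at least 10 CPM and no overlap between the genotypes. Genes listed from the text of the study followed, with full statistics for the 5 largest absolute changes per cell type. The 3 largest differences in each direction of the interaction and 5 sex-linked genes completed the rule. One gene that the rule selected is not reported here, and no other gene took its place. Groups, designs, marker lists, the naming rule and most alternatives were fixed before the data were examined. One exception concerns Lyz2, Lyz1, Camp, Pglyrp1, Ngp and S100a9, for which the values the study gave in MDSC had been seen. Lyz1 and Lyz2 are in the naming rule and Camp, Ngp and Pglyrp1 are in the specific granule list, so these choices were not blind to all values. Lists for islet, pancreatic acinar and keratinocyte genes were written after transcripts of those tissues had been noticed in other genes, and before the values of the listed genes were looked at.

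Alternatives were the DESeq2 1.42.0 Wald test, the size factors of DESeq2 in edgeR, scaling by total counts, removal of the 20 genes with the most counts, 2 other filters on low counts, a replicate block, one fit of all 10 samples, Storey q values, other thresholds, fgsea, inter-gene correlations estimated per set, and leaving out each replicate. Offsets for GC content and gene length (alone and with the block), removal of X- and Y-linked genes, DESeq2 with Storey q values, and limma voom with weights per cell type were added after seeing the data. The replicate pairing comes from the numbers in the sample titles. The correlation of deviations from the group means between same-numbered samples was 0.28 in MDSC, where the block is reported beside the unblocked result. With 2 samples per genotype the deviations mirror each other, so both pairs give this same value. It is therefore little evidence that the numbers pair samples. In MDSC the block left 1 residual degree of freedom.

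The scripts were tested on simulated data, with counts drawn from the real means and library sizes and 200 genes changed. The changed genes had a mean level above 10 CPM and log2 changes of at least 1 in size. Of these, edgeR recovered 91.5% in MDSC (15272 genes run) and 100% in TAM (14568 genes run). False calls made up 9.85% and 7.41% of the simulated calls, above the nominal 5%. DESeq2 recovered 96.5% and 100%, with 16.1% and 10.3% false calls. With the block, edgeR recovered 87.5% in MDSC with 7.89% false calls. The simulated interaction test (16716 genes run) recovered 93.8% of 390 changed genes, but 20.1% of its calls were false. The corresponding share was 43.0% for DESeq2 and 9.11% for voom with weights per cell type. After a GC trend was added to the simulated TAM counts (14645 genes run), 95.6% of calls were false without offsets and 5.66% with them. In MDSC (15345 genes run) these shares were 22.6% and 11.9%. The called TAM genes of the data had a median absolute log2 fold change of 0.37, so recovery of most of them was not tested. Shares of false calls hold for the simulated numbers of changed genes, which were below the numbers of genes called in the data. Both camera and fgsea recovered the 1 changed set, with 0 of 100 unchanged sets passing. Simulated genes were drawn independently and the unchanged sets held random genes. This count therefore could not show false passes caused by correlation between genes.

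Total counts ran from 28844660 to 38222998 per sample. The smallest level a library could show, 3 counts of its total, was 0.0785 to 0.104 CPM. Intervals are 95% Wilson intervals. Intervals and floors cover counting error only, since the reads carried no molecular identifiers. No sample and no column of the deposited tables was left out.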

Results

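The transcriptomes of spleen MDSC and of TAM were compared between Shp2f/f and Shp2f/fLysMcre mice at day 15 after implantation of MC17-51 fibrosarcoma cells. MDSC are immature myeloid cells expanded in tumor-bearing animals, and TAM are the macrophages found within the tumor. There were 2 samples for each MDSC genotype and 3 for each TAM genotype. Total counts were between 33262119 and 36541823 in the 4 MDSC libraries and between 28844660 and 38222998 in the 6 TAM libraries. A chi-square comparison of replicate counts gave 4.61 to 73.3 per degree of freedom. Counts of one library deposited more than once would give a value near 1, and no pair of replicates did. The largest value belonged to the 2 MDSC Shp2f/fLysMcre replicates. The first principal component of log-CPM held 80.3% of the variance and separated the cell types. The second held 7.60%, and its highest score was that of MDSC Shp2f/fLysMcre replicate 2. The biological coefficient of variation was 0.189 in MDSC and 0.0595 in TAM. The labels gave no sequencing batch.

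The first question was whether the targeted transcript fell in the Shp2f/fLysMcre cells. Ptpn11 (ENSMUSG00000043733, GRCm38 chromosome 5, 121130533 to 121191397, minus strand) is counted over the whole gene, so transcript from an allele without the floxed segment can still be counted. In TAM, Ptpn11 was 120.2 ± 1.46 CPM (SD, n = 3) in Shp2f/f and 50.8 ± 1.75 CPM (SD, n = 3) in Shp2f/fLysMcre. The log2 fold change was -1.24 (SE 0.0386, edgeR quasi-likelihood, BH-adjusted p = 2.96e-09). In MDSC, Ptpn11 was 111.5 ± 10.4 CPM (SD, n = 2) in Shp2f/f and 91.3 ± 12.2 CPM (SD, n = 2) in Shp2f/fLysMcre. The log2 fold change of -0.29 (SE 0.143) did not pass in the edgeR quasi-likelihood test (BH-adjusted p = 0.361). With the replicate number as a block it was -0.29 (edgeR quasi-likelihood, BH-adjusted p = 0.102), with a correlation between same-numbered MDSC samples of 0.28. The MDSC value moved most when Shp2f/fLysMcre replicate 1 was left out, to -0.46. The change in TAM differed from that in MDSC by -0.92 (SE 0.118, edgeR quasi-likelihood interaction, BH-adjusted p = 0.00045), and by -0.92 with the block (edgeR quasi-likelihood, BH-adjusted p = 4.64e-05).

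Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand) carries the Cre insertion. In MDSC its expression was 9675 ± 368 CPM (SD, n = 2) in Shp2f/f and 47.2 ± 2.32 CPM (SD, n = 2) in Shp2f/fLysMcre. The log2 fold change was -7.68 (SE 0.162, edgeR quasi-likelihood, BH-adjusted p = 0.000148). In TAM it was 3458 ± 98 CPM and 10.7 ± 1.53 CPM (SD, n = 3 each), with a log2 fold change of -8.33 (SE 0.0890, edgeR quasi-likelihood, BH-adjusted p = 6.46e-13). The neighboring paralog Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868, minus strand) rose from 4.23 ± 0.368 to 101.4 ± 4.72 CPM in MDSC (SD, n = 2 each). In TAM, Lyz1 rose from 2.56 ± 0.643 to 73.0 ± 5.13 CPM (SD, n = 3 each). Its log2 fold changes were 4.58 in MDSC (SE 0.134, edgeR quasi-likelihood, BH-adjusted p = 0.000602) and 4.84 in TAM (SE 0.115, edgeR quasi-likelihood, BH-adjusted p = 1.72e-09). Counts of the paralogs are uncertain where reads match both. Shp2f/fLysMcre cells thus differed from Shp2f/f cells in Cre and in Lyz2 as well as in the floxed gene. No group carried Cre without the floxed gene, so no comparison here separates these effects.

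**Figure D1:**
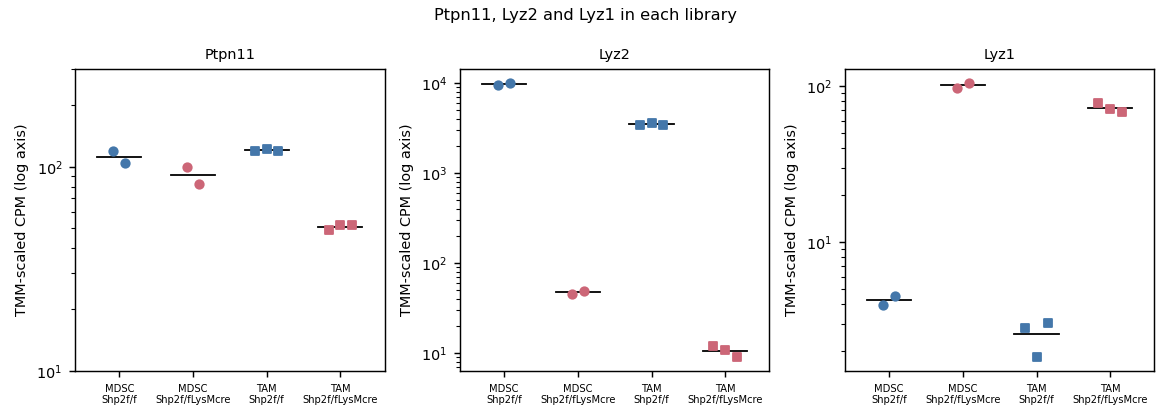
Expression of Ptpn11, Lyz2 and Lyz1 in each library in TMM-scaled CPM on log axes, with points for libraries and bars for group means. Ptpn11 means were 111.5 and 91.3 CPM in MDSC and 120.2 and 50.8 CPM in TAM, for Shp2f/f and Shp2f/fLysMcre, while Lyz2 fell and Lyz1 rose in both cell types.

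The genotypes were then compared across all genes in MDSC. Of 14806 genes tested, 633 were called (edgeR quasi-likelihood, BH-adjusted p under 0.05), with 556 higher and 77 lower in Shp2f/fLysMcre. At an unadjusted p under 0.05 there were 2859 genes. An absolute log2 fold change of at least 1 was reached by 439 of the called genes. With the replicate block, 2674 genes were called, 1870 higher and 804 lower, and these included all 633. The alternative that lowered the count most was the threshold, since 3 genes had an adjusted p under 0.01. All 633 called genes had no overlap between the genotypes. Over all tested genes this held for 49.1%, against 33.3% by chance with 2 samples against 2.

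Among the largest MDSC rises of called genes with a mean of at least 10 CPM, Xist (ENSMUSG00000086503, X chromosome, 103460366 to 103483254) was at 1 count in each Shp2f/f library and at 131.4 ± 11 CPM (SD, n = 2) in Shp2f/fLysMcre, at least 1460-fold higher (edgeR quasi-likelihood, BH-adjusted p = 0.000148). Lyz1 followed. Lipg (ENSMUSG00000053846, chromosome 18, 74939322 to 74961263) rose by a log2 fold change of 4.15 (SE 0.395), from 1.22 ± 0.134 to 21.6 ± 10.2 CPM. The immunoglobulin segments Ighv1-81 (ENSMUSG00000094689, chromosome 12, 115920279 to 115920712) and Ighv5-9-1 (ENSMUSG00000095210, chromosome 12, 113736111 to 113736630) rose by log2 fold changes of 3.67 (SE 0.492) and 3.53 (SE 0.535), while 194 immunoglobulin genes tested in MDSC had a median of 0.93. At that level, the largest falls after Lyz2 were those of the Y-linked genes Eif2s3y (ENSMUSG00000069049, 1010543 to 1028847) and Kdm5d (ENSMUSG00000056673, 897788 to 956786), with log2 fold changes of -1.39 (SE 0.106) and -1.25 (SE 0.158). Emp1 (ENSMUSG00000030208, chromosome 6, 135362545 to 135383173) changed by -1.22 (SE 0.127), from 55.5 ± 1.15 to 23.8 ± 2.82 CPM. Nxpe5 (ENSMUSG00000047592, chromosome 5, 138225898 to 138253363) changed by -1.20 (SE 0.131), from 60.5 ± 1.86 to 26.3 ± 3.44 CPM. The BH-adjusted p of these 7 genes in the edgeR quasi-likelihood test was between 0.0170 and 0.0318. Xist and the Y-linked genes mark the sex of the mice.

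A list of 17 genes was drawn from the text of the study on MDSC. For Klf1, Gata2, Egr1, Cebpe and Gfi1 that text gave no direction, and the list took a rise. All 17 moved in the direction of the list, and 14 were called when adjusted over all genes tested. With adjustment over the list alone, 17 were called, and with the replicate block over all genes 16 were. The list came from calls on the same libraries, so these counts show no stability. The 3 genes not called over all genes were Gata2, Egr1 and Xbp1. Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617), a granule peptide gene, had a log2 fold change of 2.38 (SE 0.125, edgeR quasi-likelihood, BH-adjusted p = 0.0111) and rose from 322.9 ± 5.62 to 1686 ± 111 CPM (SD, n = 2 each). The transcription factor genes Gfi1 (ENSMUSG00000029275, chromosome 5, 107716657 to 107726036) and Cebpe (ENSMUSG00000052435, chromosome 14, 54710360 to 54712174) had log2 fold changes of 2.26 (SE 0.150) and 1.93 (SE 0.195). The azurophil granule genes Mpo (ENSMUSG00000009350, chromosome 11, 87793581 to 87804413) and Elane (ENSMUSG00000020125, chromosome 10, 79886247 to 79888215) had log2 fold changes of 1.54 (SE 0.248) and 1.41 (SE 0.188). The BH-adjusted p of these 4 genes in the edgeR quasi-likelihood test was between 0.0170 and 0.0354.

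In TAM, 7257 of 14446 tested genes were called (edgeR quasi-likelihood, BH-adjusted p under 0.05), with 3452 higher and 3805 lower in Shp2f/fLysMcre. The median absolute log2 fold change of the called genes was 0.37, and 713 reached at least 1. That threshold on the fold change moved the count most. Scaling by total counts gave 7569 calls but split them into 2342 higher and 5227 lower and moved the median log2 fold change of all genes to -0.11. No overlap between genotypes was found for 7107 of the called genes and for 58.2% of all tested genes, against 10% by chance with 3 samples against 3.

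Among called genes with a mean of at least 10 CPM, Xist had the largest TAM rise, from 9.89 ± 7.04 to 284.2 ± 79.5 CPM (SD, n = 3 each), with a log2 fold change of 4.85 (SE 0.361). After Lyz1 came Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) with a log2 fold change of 2.01 (SE 0.0493), from 79.6 ± 1.97 to 320.0 ± 19 CPM. Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) had a log2 fold change of 1.91 (SE 0.0692), from 15.2 ± 1.46 to 56.9 ± 3.22 CPM. The BH-adjusted p of Xist, Klf2 and Hspa1a was at most 1.09e-06 in the edgeR quasi-likelihood test. The largest falls after Lyz2 at that level were in genes of pancreatic islet hormones and granules. Chgb (ENSMUSG00000027350, chromosome 2, 132781278 to 132795079) changed by -6.72 (SE 0.962) and Ins2 (ENSMUSG00000000215, chromosome 7, 142678656 to 142743381) by -6.66 (SE 1.09). Ins1 (ENSMUSG00000035804, chromosome 19, 52264297 to 52265476) changed by -6.45 (SE 0.891) and Iapp (ENSMUSG00000041681, chromosome 6, 142298423 to 142303961) by -6.40 (SE 1.04). The BH-adjusted p of these 4 falls was between 0.000115 and 0.000391 in the edgeR quasi-likelihood test. The spread within Shp2f/f was large, with Ins2 at 763.9, 475.8 and 4206 CPM in replicates 1, 2 and 3.

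A list of 55 genes was drawn from the text of the study on TAM. In it Il6, Il1a and Il18 stand for cytokine production pathways, which that text named in place of the genes. For IL-1β, encoded by Il1b, the text named the pathway and also stated a high increase in SHP-2 deficient TAM. The log2 fold change of Il1b was 0.26, from a mean of 1612 CPM in Shp2f/f to 1933 CPM in Shp2f/fLysMcre. All 55 moved in the direction of the list, and 54 were called whether adjustment was over all genes or over the list alone. The list came from calls on the same libraries, so these counts show no stability. The exception, Il6, changed by 0.05 (SE 0.115, edgeR quasi-likelihood, BH-adjusted p = 0.761), and its direction reversed under total-count scaling. In absolute log2 fold change, 33 of the 55 genes were under 0.5. Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had the largest change, 1.69 (SE 0.0446), and rose from 22.1 ± 0.860 to 71.3 ± 0.189 CPM (SD, n = 3 each). Batf3 (ENSMUSG00000026630, chromosome 1, 191097847 to 191108945) changed by 1.44 (SE 0.223) at a level of 2.22 CPM or less in either group mean. Wdfy1 (ENSMUSG00000073643, chromosome 1, 79702262 to 79776143) and Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) changed by 1.41 (SE 0.0732) and 1.39 (SE 0.0630). Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) changed by 1.02 (SE 0.0446). The BH-adjusted p of these 5 genes was at most 0.000261 in the edgeR quasi-likelihood test.

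The sex-linked genes differed between the genotypes in both cell types. Xist was higher in every Shp2f/fLysMcre library than in every Shp2f/f library of the same cell type. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty kept 38.1% to 47.4% of their Shp2f/f level in MDSC and 33.8% to 51.8% in TAM. The log2 fold changes of Ddx3y were -1.08 in MDSC (SE 0.149, edgeR quasi-likelihood, BH-adjusted p = 0.0248) and -1.07 in TAM (SE 0.0581, edgeR quasi-likelihood, BH-adjusted p = 1.15e-07). Those of Uty were -1.09 in MDSC (SE 0.344, edgeR quasi-likelihood, BH-adjusted p = 0.171) and -0.95 in TAM (SE 0.0695, edgeR quasi-likelihood, BH-adjusted p = 9.23e-07). The Shp2f/fLysMcre libraries thus held both Xist and Y-linked transcript, and the composition by sex could not be separated from genotype. The study reports using as many males as females in its experiments. Whether a library pooled several mice was not stated, so n counts libraries and may not count mice. Every Shp2f/fLysMcre library held at least 130.2 CPM of Xist and at least 21.8 CPM of Eif2s3y, in CPM of the total count. Those values argue against a single mouse of either sex behind any of these libraries. Each MDSC Shp2f/f library had 1 count of Xist and so showed no such mix. Without X- and Y-linked genes, 631 genes were called in MDSC and 7046 in TAM.

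**Figure D2:**
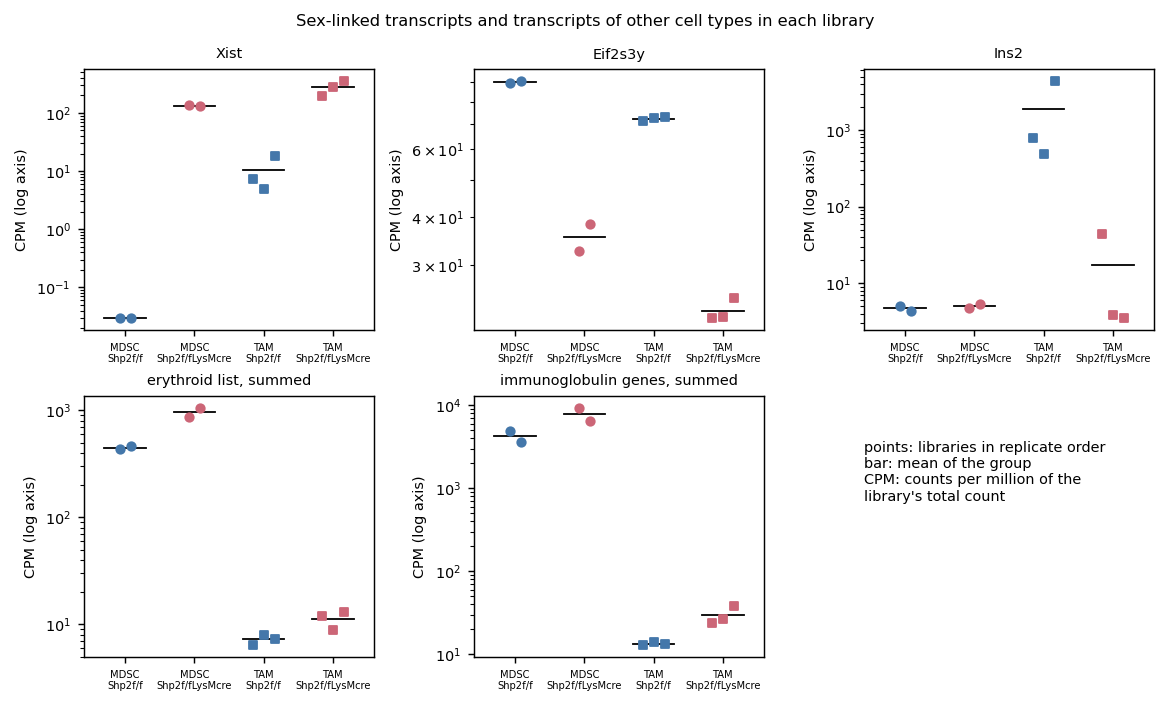
Xist, Eif2s3y, Ins2, the summed erythroid list and the summed immunoglobulin genes in each library, in CPM of the total count on log axes, with points for libraries and bars for group means. Ins2 reached 4346 CPM in TAM Shp2f/f replicate 3 (95% Wilson interval 4324 to 4367) and at most 43.96 CPM (41.8 to 46.3) in a TAM Shp2f/fLysMcre library.

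The next question was whether the same genes changed in both cell types. Among 13147 genes tested in both, 362 were called in both, against 248.9 expected from the separate numbers of calls. The odds ratio was 2.92 (95% interval 2.36 to 3.62, two-sided Fisher's exact p = 7.907e-27), a test across genes, which are not independent replicates. Of the 362 genes, 97 moved in the same direction and 265 in opposite directions, including 243 that were higher in MDSC and lower in TAM. With the replicate block, 1422 genes were called in both, 450 in the same direction and 972 in opposite directions. Across genes, the log2 fold changes of the cell types had a Spearman correlation of -0.147 and a Pearson correlation of -0.056.

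**Figure D3:**
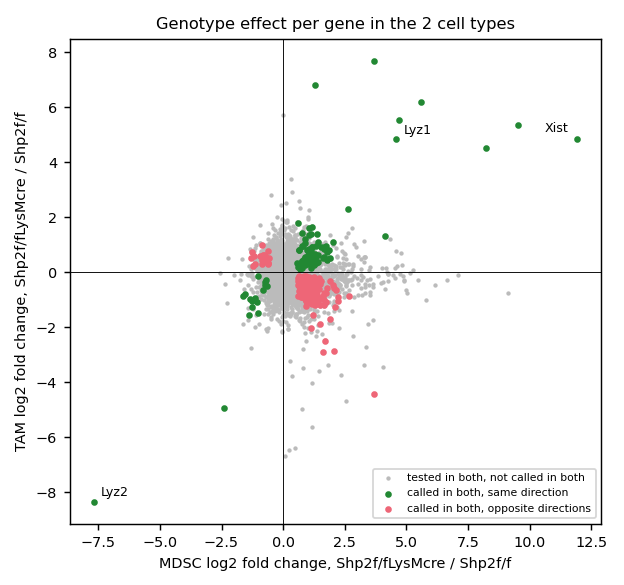
Log2 fold change of each gene between Shp2f/fLysMcre and Shp2f/f in MDSC (horizontal axis) and TAM (vertical axis), for the 13147 genes tested in both. The genes called in both comprised 97 with the same direction and 265 with opposite directions, most of them higher in MDSC and lower in TAM.

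The interaction test asked directly for genes whose genotype effect differed between the cell types. Of 16581 genes, 4132 were called, 2030 with a more positive effect in TAM and 2102 with a more negative one (edgeR quasi-likelihood, BH-adjusted p under 0.05). With the replicate block there were 5232, 2545 and 2687 by direction. Total-count scaling gave 1234 and 3132 by direction, with the median of all genes at -0.18. Voom with weights per cell type, added after seeing the data, gave 2803. On simulated data 20.1% of the calls of this test were false, above the nominal 5%. Among called genes with a mean of at least 10 CPM, the largest positive log2 differences were those of Igkv1-117 (5.78, SE 0.948), Igha (5.55, SE 0.817) and Jchain (3.08, SE 0.987). The largest negative ones were those of Kirrel (-10.02, SE 3.07), Tnc (-7.14, SE 2.22) and Xist (-7.03, SE 1.55). The BH-adjusted p of these 6 genes was between 0.00104 and 0.0472 (edgeR quasi-likelihood). Igha had at most 2 counts in a TAM Shp2f/f library and Igkv1-117 at most 1, so their TAM rises are given only as at least 43.4-fold and at least 6.41-fold. Xist in MDSC has the same limit. Jchain did not pass the count filter in TAM, so its TAM effect was not tested. Tnc was at 0.114 and 78.4 CPM in the 2 MDSC Shp2f/fLysMcre replicates, so its difference rests on 1 library. Kirrel had 0 counts in both MDSC Shp2f/f libraries and 1 and 243 counts in the 2 MDSC Shp2f/fLysMcre replicates, so its difference rests on that library too and its size is not well measured. With weights per cell type, 4 of these 6 genes (Jchain, Kirrel, Tnc and Xist) were no longer called.

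Marker lists were compared to ask which cell types and processes moved with genotype. In MDSC, 9 of 19 lists passed (camera, BH-adjusted p under 0.05), 7 higher and 2 lower in Shp2f/fLysMcre. The median log2 fold change was 0.96 for the proliferation list (18 of 18 genes higher, camera BH-adjusted p = 1.3e-12) and 1.30 for the erythroid list (14 of 15, camera BH-adjusted p = 1.17e-09). It was 0.62 for the type I interferon response list (18 of 18, camera BH-adjusted p = 6.57e-09), 1.70 for the specific granule list (9 of 10, camera BH-adjusted p = 5.14e-08) and 1.41 for the azurophil granule list (5 of 5, camera BH-adjusted p = 1.18e-05). The mature neutrophil and inflammatory cytokine lists were also higher, and the B cell and monocyte lists were lower. With the replicate block, 10 lists passed, with the fibroblast list added. Of 660 Reactome sets, 73 passed, 68 of them higher, and 70 passed with the block. The set with the smallest p-value was the activation of the pre-replicative complex. When the inter-gene correlation was estimated for each set, 0 lists and 0 Reactome sets passed in MDSC, with 2 and 3 at an unadjusted p under 0.05.

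In TAM, 11 of 18 lists passed (camera, BH-adjusted p under 0.05), 8 higher and 3 lower in Shp2f/fLysMcre. The median log2 fold change of the proliferation list was -0.76, with 0 of 18 genes higher (camera BH-adjusted p = 1.84e-09). It was 0.97 for the immediate early and dissociation list (12 of 12 higher, camera BH-adjusted p = 7.24e-09), 0.73 for the macrophage list (13 of 13, camera BH-adjusted p = 1.75e-08) and 0.28 for the type I interferon response list (18 of 18, camera BH-adjusted p = 8.66e-06). The T and NK cell list and the MHC class II list were lower, with medians of -1.31 and -0.23. The inflammatory cytokine, hypoxia, mature neutrophil, B cell and suppressive macrophage lists were higher. Of 661 Reactome sets, 282 passed, 67 higher and 215 lower, and the sets with the smallest p-values concerned translation. With the inter-gene correlation estimated for each set, 0 lists and 0 Reactome sets passed in TAM, with 3 and 66 at an unadjusted p under 0.05.

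**Figure D4:**
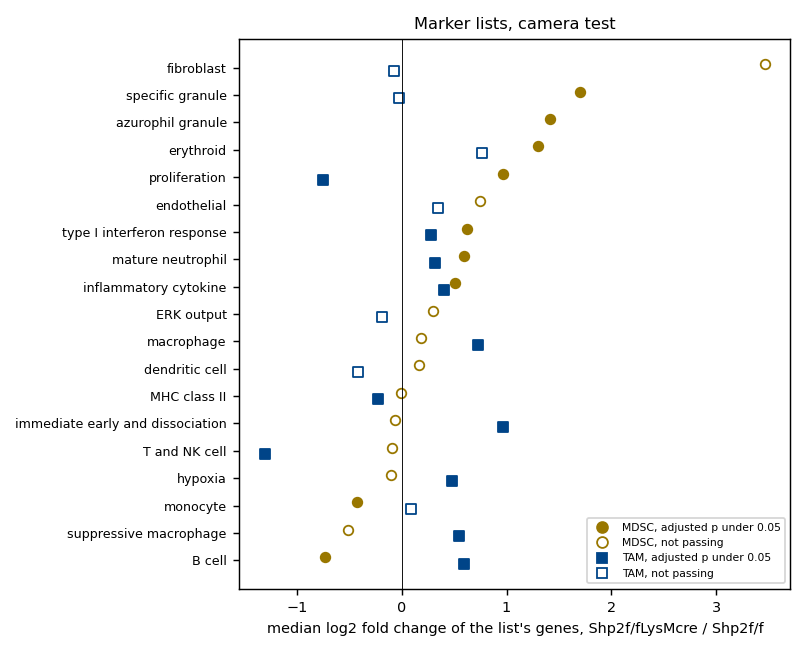
Median log2 fold change between Shp2f/fLysMcre and Shp2f/f of the genes in each marker list, for MDSC (circles) and TAM (squares), with filled symbols for a camera BH-adjusted p under 0.05. The proliferation list had a median of 0.96 in MDSC and of -0.76 in TAM.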

Values the study reported

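The study reported 17,746 expressed genes in MDSC, of which 1,240 were differentially expressed between the genotypes. It gave 842 of these as upregulated and 286 as downregulated, which do not add up to the total. In TAM the study reported 16,749 expressed genes and 7,307 differentially expressed genes, 3,650 upregulated and 3,657 downregulated.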

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

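Of the tests in this part, those of the sex of the mice, of the pancreas as a whole, of antibody, erythroid and fibroblast transcripts, of mislabelling, library size and other cells behind Ptpn11, of handling and of the source of proliferation were chosen only after the result was seen, and the islet list was written after insulin transcripts had been noticed. Each result here differed between the cell types in the interaction test over all 10 samples. Besides the count of genes, this was met by 25 of the 38 named genes tested and by 10 of 19 marker lists.

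The count was 4132 genes with a genotype effect that differed between TAM and MDSC. The replicate spread was larger in MDSC, and one shared estimate of it could produce false calls. With weights per cell type in limma voom the count was 2803, a drop just inside the limit of 1.5 times set for that test. On simulated data 9.11% of calls by that test were false, against 20.1% for edgeR. Voom differs from edgeR in more than these weights, so the share of the drop due to unequal spread is open. Unequal spread may be a partial explanation of the count, not a full one.

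Ptpn11 differed by -0.92 (log2), with a clearer fall in TAM. Mislabelling of an MDSC sample is not consistent with the loss of Lyz2, whose highest level in an MDSC Shp2f/fLysMcre library was 0.505% of the Shp2f/f mean. The difference was -1.09 under total-count scaling, so library size does not remove it, and with weights per cell type its limma voom BH-adjusted p was 0.000418 (between 5.12e-09 and 0.00217 over all settings, with edgeR, DESeq2 or voom). Ptpn11 transcript from other cells among the MDSC may contribute. Between the Shp2f/fLysMcre MDSC libraries it changed by -17.2 CPM after TMM scaling from replicate 1 to replicate 2, and in CPM of the total count from 97.47 to 87.08 (95% Wilson intervals 94.29 to 100.8 and 84.1 to 90.16). The other cells did not move together. Also in CPM of the total count, erythroid transcript was higher in replicate 2 (871.3 and 1051 CPM in replicates 1 and 2, 95% Wilson intervals 861.7 to 881 and 1041 to 1062). The fibroblast list (44.89 and 741.5 CPM) and the keratinocyte list (9.502 and 26.22 CPM) were higher there too. Of the sums given here, only that of immunoglobulin transcript was lower there, as Ptpn11 was (9261 and 6556 CPM). With 2 libraries this decides nothing, and a smaller loss of Ptpn11 in MDSC cannot be told apart from it. Lyz2 itself differed by -0.63, with both cell types close to complete loss.

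Klf2 (2.27), Hspa1a (1.77), Batf3 (1.61) and Cd36 (0.82) rose in TAM and had positive log2 differences. Emp1 (1.49), Nxpe5 (1.82) and Trem2 (0.89) fell in MDSC and had positive differences too. Negative differences were found for Camp (-2.44), Cebpe (-1.78), Gfi1 (-2.34), Mpo (-3.46), Lipg (-2.80), Cmpk2 (-0.50), Ifit2 (-0.72) and Rsad2 (-0.55). These genes were found by the same test that carried 20.1% false calls in simulation, and no other explanation was tested for most of them. Hspa1a and the immediate early and dissociation list (median difference 1.10) may reflect handling during tissue digestion and sorting. The list passed in TAM (camera BH-adjusted p = 7.24e-09, 12 of 12 genes higher), but a genotype effect would give the same result, so neither explanation is excluded.

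Other marker lists had median log2 differences of -1.76 (proliferation), 0.61 (macrophage), 1.69 (B cell), -1.29 (specific granule), -1.58 (azurophil granule), -0.35 (type I interferon response), -1.42 (T and NK cell), 0.25 (hypoxia) and -0.10 (erythroid). The azurophil granule list had fewer than 3 tested genes in TAM, so its genotype effect there was not tested. Of the B cell and erythroid lists, 6 and 7 genes were tested in TAM, against 9 and 15 in the interaction. For the erythroid list the genes were divided, with 7 more positive and 8 more negative. The proliferation list rose in MDSC and fell in TAM. Proliferating erythroid cells in the MDSC are a candidate source, since the erythroid list had a median log2 fold change of 1.30 in the same libraries. For proliferating B-lineage cells the data were divided. The B cell list was lower there (median -0.74, 7 of 9 genes lower, camera BH-adjusted p = 0.0017), while Igha and summed immunoglobulin transcript were higher. With 2 libraries per genotype, these sources and proliferation within the MDSC cannot be told apart. Erythroid cells among the MDSC may have contributed transcript in unequal amounts. The erythroid list passed in MDSC (camera BH-adjusted p = 1.17e-09, 14 of 15 genes higher), but this restates the rise and does not show which cells it came from.

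The antibody genes Igkv1-117 (5.78), Igha (5.55) and Jchain (3.08) had the largest positive log2 differences among called genes with a mean of at least 10 CPM. Igkv1-117 rose in TAM (log2 fold change 5.74, against 0.01 in MDSC). Igha rose in both cell types and more in TAM (6.82, against 1.30 in MDSC, where its edgeR quasi-likelihood BH-adjusted p was 0.0187). The TAM Shp2f/f libraries held at most 2 counts of Igha and 1 of Igkv1-117, so these sizes are not well measured. For Jchain no TAM effect was tested, since it did not pass the count filter there. A candidate explanation is B-lineage cells among the sorted TAM. Apart from these genes, 4 immunoglobulin genes were tested in TAM, and 3 of them (75%) were higher in every Shp2f/fLysMcre library than in every Shp2f/f library, with 0 lower in every one. That is a majority, but 4 genes decide little. In CPM of the total count, summed immunoglobulin transcript in TAM was 12.99, 14.05 and 13.52 CPM in Shp2f/f (95% Wilson intervals 11.82 to 14.28, 12.91 to 15.29 and 12.37 to 14.78) and 24.14, 27.01 and 38.27 CPM in Shp2f/fLysMcre (22.54 to 25.86, 25.38 to 28.74 and 36.08 to 40.6). The B cell list was also higher in TAM (median 0.60, 4 of 6 genes higher, camera BH-adjusted p = 0.0364). In MDSC, a test that does not bear on the TAM rise asked for most of 194 immunoglobulin genes to be higher in both Shp2f/fLysMcre libraries, and 45.9% were (89 genes, against 15 lower in both), under the majority that had been set. The MDSC sums were nevertheless 4962 and 3652 CPM in Shp2f/f and 9261 and 6556 CPM in Shp2f/fLysMcre (95% Wilson intervals 4939 to 4986, 3632 to 3673, 9230 to 9292 and 6530 to 6582). Reads shared between segments leave single genes uncertain, but the sums, which do not depend on the division among segments, were higher in every Shp2f/fLysMcre library of both cell types.

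Xist differed by -7.03, a size that rests on 1 count in each Shp2f/f MDSC library. It came with a higher Shp2f/f level in TAM, 4.70 to 17.9 CPM, and why that level differed between the cell types was not tested. A difference in the sex of the mice is a candidate explanation for the rise of Xist within each cell type. The rise of Xist and the fall of the 4 Y-linked genes were found in 10 of 10 directions over both cell types, which describes the pattern and does not test its cause. Y-linked transcript was still present in the Shp2f/fLysMcre libraries, so a change from male to female alone is not consistent with the data.

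Ins2 and Ins1 differed by -6.69 and -6.65, because the fall was in TAM. RNA from islets, or islet reads from another sample, may explain this. Of the islet list, 14 of 14 genes were highest in TAM Shp2f/f replicate 3, the library with the most insulin transcript. In CPM of the total count, summed Ins1, Ins2 and Iapp were 1266, 830.4 and 6605 CPM in Shp2f/f replicates 1, 2 and 3. In Shp2f/fLysMcre they were at most 72.67 CPM. The acinar list was at 0.454 and 0.183 CPM in Shp2f/f replicates 1 and 2, and at 0.277 to 0.385 CPM in Shp2f/fLysMcre. These values argue against other pancreas tissue in replicates 1 and 2. Whether it came along in replicate 3 is open. The acinar list was at 1.39 CPM there and at 0.331 CPM on average in the other TAM libraries. That ratio of 4.20 exceeded the 1.89 of the islet list. The islet list was at 45.2 to 45.5 CPM even in the Shp2f/fLysMcre TAM, which lowered its ratio. The acinar difference of 1.06 CPM was far below the difference of 45.2 CPM of the islet list, and the test had named no scale. That both scales must agree was decided after these values were seen.

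Kirrel and Tnc differed by -10.02 and -7.14. In MDSC Shp2f/fLysMcre replicate 2, Tnc had 3016 counts and Kirrel 243, against at most 13 and at most 1 in the other MDSC libraries, so both differences rest on 1 library and that of Kirrel is not well measured. A candidate source is fibroblast-like or tumor cells in that library. Of the fibroblast list, 12 of 13 genes were highest there among the 4 MDSC libraries. In CPM of the total count, the list summed to 741.5 there (95% Wilson interval 732.7 to 750.4) and to 33.16, 54.97 and 44.89 CPM in Shp2f/f replicates 1 and 2 and Shp2f/fLysMcre replicate 1 (31.26 to 35.18, 52.52 to 57.53 and 42.75 to 47.13). As a group the fibroblast list in MDSC did not pass (median log2 fold change 3.47, 10 of 11 tested genes higher, camera BH-adjusted p = 0.0725), but it passed with the replicate block (median 3.04, camera BH-adjusted p = 0.0140, between 0.0140 and 0.707 over its alternatives). Fibroblasts and fibrosarcoma cells cannot be told apart by this list, and an effect of genotype on these genes was not tested apart from it. With weights per cell type in limma voom, the differences of Kirrel, Tnc, Xist and Jchain no longer passed, and the cause of that change was not tested.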

How the results depend on the processing

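No further test was chosen here after a result was seen, apart from the alternatives named in the methods as added after seeing the data. Of 159 results of single genes and lists, 90 kept their direction and their side of the threshold, or moved by less than their limit, under each alternative run on them. The cause was not tested for any change below.

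In MDSC, 633 genes were called. The count was 1256 with DESeq2, 1247 with DESeq2 and Storey q values, 130 with all genes of at least 1 count, 2674 with the replicate block, 2666 in one fit of all 10 samples, 3 at an adjusted p under 0.01 and 2474 with the block and the GC and length offsets. DESeq2 shared 624 of the 633 genes. Other settings gave 439 to 899. In TAM, 7257 genes were called. The count was 4837 in one fit of all samples and 713 at an absolute log2 fold change of at least 1, and 5542 to 9071 in other settings. Leaving out 1 replicate gave 6176 to 7317 genes. Genes called in both cell types numbered 710 with DESeq2, 71 with all genes of at least 1 count and 1422 with the block, and 339 to 357 across the 6 fits that each left out a TAM replicate. Of the genes listed from the study in MDSC, 4 were called with all genes of at least 1 count.

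With the inter-gene correlation estimated for each set, 0 marker lists and 0 Reactome sets passed in MDSC (2 and 3 at an unadjusted p under 0.05), and 0 and 0 in TAM (3 and 66). Leaving out 1 replicate gave 9 to 12 lists and 252 to 307 Reactome sets in TAM.

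Ptpn11 in MDSC ran from -0.458 to -0.160 across the 4 fits that each left out one replicate, against a limit of 0.166 for its spread. In TAM it ran from -1.34 to -1.21 over all settings. The count of interaction genes was 2803 to 5232 in the alternatives, and 2997 to 3448 with 1 TAM replicate left out. No gene counts were made with an MDSC replicate left out, since an arm would hold 1 sample.

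Total-count scaling reversed Il6 in TAM (-0.0504) and the differences between cell types of Ddx3y (-0.131) and Kdm5d (-0.134). At 10 counts or more in every sample these differences were -0.00867 and -0.0108. Leaving out 1 replicate gave -0.0869 to 0.129 for Il6, -0.0340 to 0.0742 for Ddx3y and -0.00391 to 0.0844 for Kdm5d. In MDSC, Igkv1-117 was -0.00266 with all genes of at least 1 count, -0.0309 with the block and -0.507 to 0.379 with 1 replicate left out. The T and NK cell list in MDSC turned to higher with the block, although its median stayed at -0.0967, and its fgsea score was 1.15. The hypoxia list in MDSC had an fgsea score of 1.06. None of these reversed results passed its test. Among the other results of single genes and lists, 93 values were weaker, 14 stronger and 25 moved.

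The replicate numbers of TAM were taken to name different animals, and same-numbered samples had correlations of -0.14, 0.09 and 0.015 (mean -0.013). With the replicate block in TAM, 6898 genes, 9 marker lists, 274 Reactome sets and 53 genes listed from the study were called, and Ptpn11 changed by -1.25.

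Under the filter of 10 counts in every sample 11 results had no value, and fgsea gave no p-value for 2 MDSC Reactome sets. Depth limited the size of changes in genes near 0.1 CPM.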

Other observations

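Among these tests, the one of the paralog Lyz1 was chosen only after the result was seen, and the acinar and keratinocyte lists were written after enzyme and keratin transcripts had been noticed.

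MDSC genes called numbered 633, of which 556 were higher and 77 lower in Shp2f/fLysMcre. Each of these is lower than the value quoted from the study above. The study used DESeq2 with Storey q values. In MDSC, DESeq2 called 1256 genes with BH adjustment, 968 higher and 288 lower, and 1247 with Storey q values, 964 higher and 283 lower. These counts are nearer to the quoted values. In TAM, DESeq2 called 6474 genes with BH adjustment and 7487 with Storey q values, and neither total was nearer than the 7257 of edgeR. By direction, Storey q values gave 3778 higher and 3709 lower, nearer to the quoted values than the 3452 and 3805 of edgeR. With the size factors of DESeq2, edgeR called 7315 genes in TAM, 3658 higher and 3657 lower. These were the nearest of the TAM counts given here. In MDSC the same setting called 602 genes, further from the quoted total than the 633. Storey q values in edgeR gave 868 genes in MDSC and 9071 in TAM. The filter on low counts behind the quoted values was not run.

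The acinar list was higher in both Shp2f/f MDSC libraries than in both Shp2f/fLysMcre ones for 10 of 12 genes. In CPM of the total count, its sum was 25.5 and 38.8 CPM in Shp2f/f and 4.40 and 12.2 CPM in Shp2f/fLysMcre (95% Wilson intervals 23.8 to 27.3, 36.7 to 40.9, 3.77 to 5.15 and 11.1 to 13.3). Pancreas tissue taken with the spleen is a candidate source. A sex or genotype effect was not separated from it.

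Keratin transcripts stood out in 2 libraries. Of the keratinocyte list, 10 of 12 genes were highest in MDSC Shp2f/fLysMcre replicate 2 among the MDSC libraries, and 9 of 12 in TAM Shp2f/fLysMcre replicate 3 among the TAM libraries. Skin or squamous cells in those libraries may be the source. Krt5 had 667 counts in the first and 295 in the second, and at most 2 in any other library. Krt5 is outside the rule for named genes and was chosen after its values were seen.

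Lyz1 rose where Lyz2 fell. Reads shared between the paralogs would have lowered both, and the TAM log2 fold change of Lyz1 was 4.84, which goes against that explanation. A hypothesis is that loss of Lyz2 or the Cre insertion may change Lyz1 expression, which was not tested.

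Sex differences could also account for calls beyond the sex chromosomes' marker genes. X-linked genes were called about as often as autosomal ones in TAM (odds ratio 0.84, two-sided Fisher's exact p = 0.0666), with 46% and 50.4% called. A strain segment carried with the Cre locus would raise calls near Lyz2, and within 10 Mb the odds ratio was 1.19 (two-sided Fisher's exact p = 0.45). Neither test excludes effects of sex on autosomal genes.

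Bias from GC content or gene length could produce calls. With offsets for both, 7578 genes were called in TAM, with 7143 of the 7257 shared, and 899 in MDSC, with 612 of the 633 shared. Both counts stayed within 1.5 times. On simulated MDSC counts with a GC trend, 11.9% of calls were false even with offsets, so the test is less certain in MDSC.

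The 6 TAM samples were also divided in other ways. Of 10 splits into 3 and 3, 4 parted every same-numbered pair, the real one included. The other 6 parted 1 pair. Among these 4 splits, 1 gave as many called genes, 1 as many passing marker lists, 1 as many Reactome sets and 1 as many genes listed from the study, each time the real one. The smallest share the 4 splits allow is 0.25, and 0.1 for all 10, so chance cannot be excluded by this count. Every other split called 0 genes, with 70 to 318 at an unadjusted p under 0.05. They passed 1 to 9 marker lists and 0 to 228 Reactome sets, so the camera counts alone do not separate the genotypes from other divisions of these samples. A mixed split carries the genotype effect as spread within its groups, which lowers its count of genes in advance.

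A hypothesis of lower ERK pathway output after SHP-2 loss was tested with the ERK output list. It passed with lower expression in 0 of 2 cell types, and in 0 at an unadjusted p under 0.05. The BH-adjusted camera p was 0.176 in MDSC, where the median log2 fold change was 0.30 with 9 of 11 genes higher. In TAM the BH-adjusted camera p was 0.640, and the median was -0.19 with 7 of 12 genes lower.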
